# Differential impact of high-salt levels in vitro and in vivo on macrophage core functions

**DOI:** 10.1007/s11033-024-09295-x

**Published:** 2024-02-24

**Authors:** Linda Müller, Aya Rafea Nasr, Bettina Jux, Nikola Makdissi, Justin Wayne Trowbridge, Susanne V. Schmidt, Joachim L. Schultze, Thomas Quast, Jonas Schulte-Schrepping, Waldemar Kolanus, Elvira Mass

**Keywords:** Macrophage, Salt sensing, Inflammation, Phagocytosis, Efferocytosis, High-salt diet

## Abstract

The consumption of processed food is on the rise leading to huge intake of excess dietary salt, which strongly correlates with development of hypertension, often leading to cardiovascular diseases such as stroke and heart attack, as well as activation of the immune system. The effect of salt on macrophages is especially interesting as they are able to sense high sodium levels in tissues leading to transcriptional changes. In the skin, macrophages were shown to influence lymphatic vessel growth which, in turn, enables the transport of excess salt and thereby prevents the development of high blood pressure. Furthermore, salt storage in the skin has been linked to the onset of pro-inflammatory effector functions of macrophages in pathogen defence. However, there is only little known about the mechanisms which are involved in changing macrophage function to salt exposure. Here, we characterize the response of macrophages to excess salt both in vitro and in vivo. Our results validate and strengthen the notion that macrophages exhibit chemotactic migration in response to salt gradients in vitro. Furthermore, we demonstrate a reduction in phagocytosis and efferocytosis following acute salt challenge in vitro. While acute exposure to a high-salt diet in vivo has a less pronounced impact on macrophage core functions such as phagocytosis, our data indicate that prolonged salt challenge may exert a distinct effect on the function of macrophages. These findings suggest a potential role for excessive salt sensing by macrophages in the manifestation of diseases related to high-salt diets and explicitly highlight the need for in vivo work to decipher the physiologically relevant impact of excess salt on tissue and cell function.

## Introduction

Salt, an essential component of the human diet, plays a pivotal role in maintaining various physiological processes, including osmoregulation, nerve conduction, and muscle function. Sodium chloride (NaCl), the most common dietary salt, has been a subject of substantial scientific interest due to its impact beyond electrolyte balance. Historically, the role of NaCl in immunity was primarily associated with osmotic balance and cell homeostasis. However, recent investigations have unveiled its intricate involvement in immunomodulation. These studies have shed light on the complex interplay between dietary salt intake and immune system modulation, particularly in the context of macrophage functions [1]. Macrophages, as key components of the innate immune system, serve as sentinels in the body’s defense against pathogens, tissue repair, and immune regulation. Their plasticity and functional diversity enable them to perform a spectrum of roles ranging from pro-inflammatory and anti-microbial responses, to tissue-repairing and anti-inflammatory activities [2, 3]. Emerging evidence suggests that the microenvironment, including the concentration of NaCl, critically influences macrophage behavior and functionality [4–6]. High salt concentrations have been demonstrated to exert profound effects on macrophage phenotypes, altering, e.g., their polarization status and consequently impacting immune responses and trained immunity [7–10]. Salt levels have also been linked to changes in macrophage metabolic pathways, including glycolysis and oxidative phosphorylation. An altered cellular metabolism significantly impacts macrophage functions, affecting their phagocytic capacity, antigen presentation, and overall immune response [11–16]. Understanding the intricate relationship between dietary salt and macrophage functions is of paramount importance in elucidating the mechanisms underlying immune system modulation and disease pathogenesis. In this paper, we attempt a systematic analysis of macrophage core functions, such as phagocytosis and motility, and provide a juxtaposition of various experimental protocols, including short-term exposure of macrophages to excess NaCl in vitro and ex vivo. Importantly, we demonstrate here altered macrophage core functions which have been re-programmed by long-term in vivo exposure to high dietary salt.

## Materials and methods

### Cell culture

The murine macrophage cell line J774A.1 mCherry was purchased from ATCC and modified by René Neuhaus from Pallasch Lab (Cologne, Germany) using a mCherry MLS empty vector. The human-MYC/BCL2 (hMB) GFP^+^ cell line (strain 102) was generated by Leskov et al. [17]. Cells were cultured in Dulbeccos modified Eagels Medium (DMEM) (Cat.No. P04-03550, PAN-Biotech) supplemented with 10% Fetal Bovine Serum (Sigma) and 1% Penicillin-Streptavidin (Biochrom) in a 5% CO_2_ atmosphere with 95% humidity at 37 °C. Bone marrow-derived macrophages (BMDMs) and peritoneal macrophages for in vitro experiments were isolated from C57BL/6JRcc mice. For differentiation into BMDMs, bone marrow-derived cells were put on 10 cm dishes with DMEM treated with 10 ng/ml recombinant murine M-CSF (Peprotech) for 7 days. Peritoneal macrophages were isolated via peritoneal lavage by injecting the peritoneum with 5 ml cold PBS, shaking the mouse for 2 min, then aspirating the injected fluid. Peritoneal lavage was centrifuged 5 min at 400 g, supernatant was discarded and the cell pellet was resuspended in DMEM for culturing. After culturing them for 2 h at 37 °C, the non-adherent cells were removed and adherend cells were supplemented with new media.

### In vitro migration assay

Chemotaxis of the macrophage cell line J774A.1 and BMDMs was analysed using a modified Boyden chamber (transwell) assay with 8 µm pore-size membrane inserts (Corning™ #3422, Fisher Scientific). 2 × 10^5^ cells were suspended in serum-reduced (0.5% FCS) DMEM and put in the upper well 1 h in advance in order to adhere to the membrane. Afterward, the lower chamber was filled with DMEM (standard medium has 109.5 mM NaCl) containing 10 nM C5a, additional NaCl (Merck) with concentrations ranging from 30 to 70 mM and 120 mM Mannitol as osmolarity control. After 20 h, medium and leftover cells on top of the membrane were removed using cotton swabs, and transmigrated cells on the bottom of the membrane were fixed with 4% PFA and stained with 5 µM Vybrant CFDA-SE in PBS (Invitrogen). For each insert, 5 random fields were observed using an inverted Nikon Eclipse TE 200-E fluorescence microscope (Nikon), equipped with a PlanFluor DL 10x/0.30 N.A. objective (Nikon). The number of transmigrated cells was analyzed by the counting tool in Fiji (ImageJ).

### Flow cytometry

BMDMs were differentiated as described above and treated either with control, 60 mM excess salt or 120 mM mannitol for 24 h. Afterwards the cells were stained with an antibody mix (BD Biosciences) containing Tim4 BUV-563 (clone RMT4-54), CD16.2 BV785 (9E9), CD64 PE Dazzle (X54-5/7.1), MerTK PE-Cy7 (2B10C42), CD32b APC (AT130-2). The surface marker expression was measured using BDSymphony A5 (BD Biosciences) and analyzed with FlowJo analysis software (version 10.9.0).

### Phagocytosis assay

Phagocytosis of BMDMs and peritoneal macrophages was analyzed using fluorescent 500 nm polystyrene beads (PolySciences). For in vitro experiments, cells were put on 12-well plates at a concentration of 1 × 10^5^/ml in DMEM. After cells adhered to the plate, the supernatant was aspirated and replaced by a fresh DMEM medium containing the beads, different excess NaCl concentrations ranging between 26 and 104 mM or the respective osmolarity control (104 mM Mannitol). For ex vivo experiments, BMDMs and peritoneal macrophages were derived from C57BL/6JRcc mice which were on their respective diet for one week or three months. Cells were put on 12-well plates without adding excess salt. Fluorescent polystyrene beads were added for 5 h, cells were stained with CD11b APC (clone: M1/70) and F4/80 APC (BM8) antibodies (BioLegend) and measured using a flow cytometer (BD LSRII, BD Biosciences). Phagocytosed beads were analyzed using the FlowJo analysis software (version 10.9.0).

### Efferocytosis assay

Efferocytosis of BMDMs and peritoneal macrophages was analyzed by two different approaches using two types of apoptotic cells. For the first approach, GFP^+^ hMB lymphoma B cells were put on a heat shock (42 °C) for 90 s to induce apoptosis, followed by resuspension in the respective treatment (DMEM with excess NaCl or Mannitol). In the second approach, thymus cells were used as apoptotic cells. For cell isolation, the thymus of 4–5-week-old C57BL/6JRcc mice was harvested, plunged through a 100 µm strainer, washed with RPMI (Cat. No. P04-03550, PAN-Biotech), centrifuged and resuspended in DMEM to a concentration of 20 × 10^6^/ml, and plated in 6-well plates. For inducing apoptosis, thymus cells were treated with 5 µM Dexamethasone per well for 5 h. Next, they were stained using Amine-reactive pHrodo™ Red dye (Thermofisher). Cells were added to 12-well plates with pre-plated 1 × 10^5^ macrophages per well in DMEM in a ratio of 1:10. After 24 h (hMBs) or 2 h (thymus cells), apoptotic cells were removed, macrophages were stained with CD11b and F4/80 APC antibodies (BD Biosciences) and measured using a flow cytometer (FACS LSR II, BD Biosciences). The efferocytosis rate was analyzed using the FlowJo analysis software. For the ex vivo condition, BMDMs and peritoneal macrophages were derived from C57BL/6JRcc mice which were on NSD or HSD for one week or three months. For the in vitro condition, excess salt and osmolarity controls were added to the cells for 24 h.

### Annexin V/Propidium Iodide staining

For apoptosis assessment the Annexin V Apoptosis Detection kit with Propidium Iodide (PI) (Biolegend) was used according to the manufacturer’s instructions and BMDMs were measured using a LSR II flow cytometer. First, single cells were gated. PI + cells were identified as dead cells, Annexin V + cells were identified as apoptotic cells. The remaining cells were identified as live cells.

### Animal work

All animal experiments were conducted in a licensed animal facility following the German law on the protection of experimental animals and were approved by local authorities of the state of Nordrhein-Westfalen (Landesamt für Natur, Umwelt und Verbraucherschutz NRW, license number 81–02.04.2021.A203). Mice were sacrificed either via CO_2_ inhalation (in vitro experiments) or by transcardial perfusion (in vivo experiments). Diets were purchased from ssniff (control diet (CD): E15748-047, high-salt diet (HSD) #E15431-34). For CD, mice received tap water, for HSD conditions, the water contained 0.9% NaCl.

### Bulk RNA sequencing and analysis

Bulk RNA sequencing was performed using BMDMs. Bone marrow was isolated from *Cx3cr1*^*GFP*^ mice (C57BL/6 J background, Jackson #000664). 10 × 10^6^ cells were cultured in VLE-RPMI 1640 medium (Art.No. F 1415, Biochrom) containing 10% FCS (Sigma), 1% Pen/Strep (PAA), and 10 ng/ml M-CSF (Peprotech). After seven days of culturing, half of the supernatant including the non-adherent cells was discarded and fresh medium was added. Furthermore, the cells were treated with an additional 62 mM NaCl for 24 h. Non-adherent cells were discarded and adherent cells were detached by application of 2 mM EDTA in PBS and used for RNA sequencing. For RNA isolation, cells were lyzed in Qiazol (Qiagen) and total RNA was extracted with the miRNeasy kit (Qiagen) according to the manufacturer’s protocol. Subsequently, polyadenylated RNA was purified from the total RNA using Oligo-dT-attached magnetic beads. After fragmentation, the RNA was converted into libraries of double-stranded cDNA molecules with ligated adapter molecules using the Illumina TruSeq RNA Sample Preparation Kit v2 without preservation of strand information. Size selection and purification of cDNA fragments was conducted favouring 200 bp in length. After cluster generation on a cBot station, RNA sequencing was performed on a HiSeq1500 (Illumina) in a 75 bp single-end run. After base calling and de-multiplexing, quality control of the raw sequencing reads was performed using fastQC 0.11.9 (https://www.bioinformatics.babraham.ac.uk/projects/fastqc/) and summarized using MultiQC v1.14 (https://multiqc.info/). The 75 bp single-end reads were trimmed using fastp v0.20.0 and aligned to the murine reference genome mm10 vM32 from GENCODE using STAR v2.7.10b (https://github.com/alexdobin/STAR) [18] with –quantMode GeneCounts. Aligned reads sorted by coordinates were indexed using samtools v1.16.1. The alignment pipeline was written and executed using SnakeMake 7.20.0 (https://snakemake.github.io/) [19]. Downstream data analysis was performed in R version 4.3.1 mainly using the R package DESeq2 version 1.40.2 [20]. Raw counts were imported into R and a DESeq object was constructed using the DESeqDataSetFromMatrix function. Genes with less than a total count of 10 were excluded from the analysis resulting in 15,903 present genes. 

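In the table of raw counts, 32258 annotated genes had no count in any of the 6 libraries and 8849 had a total count from 1 to 9. The remaining 15903 genes, with a total count of at least 10 over the 6 libraries, were the genes tested here. They held between 99.9% and 99.97% of each library's counts and comprised 12665 protein-coding genes and 1821 long non-coding RNA genes. The same 15903 genes made up the authors' table of normalized values, in which every count had been divided by its library's DESeq2 size factor. These size factors ranged from 0.434 for NaCl replicate 3 to 2.08 for control replicate 3.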

Estimation of size factors and dispersions was performed per gene using default parameters in DESeq2. Differential expression analysis was performed using DESeq2 comparing NaCl treated samples to controls. Gene ontology enrichment analysis in the sets of differentially expressed genes was performed using enrichGO function of the R package ClusterProfiler version 4.8.2 [21].

### Statistics

Experiments were performed with at least three biological replicates each including three technical replicates. Data are shown as mean ± SD. One-way ANOVA with Tukey’s post hoc test and unpaired Student’s *t*-test with values of *p* < 0.05 considered significant were performed using the GraphPad Prism software (v 10.1.1).

## Results and discussion

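BMDMs are macrophages grown in culture from bone marrow cells with the growth factor M-CSF. For RNA-sequencing they were differentiated from the marrow of 3 *Cx3cr1* GFP mice, in which a GFP sequence sits in the *Cx3cr1* locus, and cells of every mouse were left unstimulated (control, n = 3) or treated with 62 mM excess NaCl for 24 h (NaCl, n = 3). Polyadenylated RNA was sequenced as 75 bp single-end reads without strand information, and the authors deposited the number of reads that STAR counted on each gene. The reads counted on genes numbered 8520433, 11315918 and 20123570 in control replicates 1, 2 and 3, and 8635499, 11610020 and 4088065 in NaCl replicates 1, 2 and 3. The 10 most abundant genes took between 9.31% and 12.4% of the counts of a library. Since the counting did not use strand, reads from bases shared by genes on opposite strands could not be assigned by strand. The raw counts were analysed here with edgeR 4.0.16, using TMM normalization and the quasi-likelihood test of NaCl against control, and p-values were adjusted over all genes tested by the Benjamini-Hochberg method with a threshold of 0.05. The methods name a comparison of NaCl-treated samples with controls and no other term, so the mouse was left out of this fit, and a fit with the mouse as a replicate block was run beside it. Expression is given as CPM (from edgeR, with TMM-scaled library sizes) as mean ± SD of 3 replicates. Log2 fold changes are given with standard errors. edgeR's test returns none, so each was computed as the size of the log2 fold change over the square root of the test's F statistic.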

To study the effects of an increased salt concentration on macrophage function, we first assessed transcriptional changes upon 62 mM excess NaCl treatment of bone-marrow-derived macrophages (BMDMs) after 24 h by performing bulk RNA-sequencing (Fig. 1A). 

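In edgeR's quasi-likelihood test, 76 of the 15903 genes tested were higher and 28 were lower in NaCl-treated than in control BMDMs, while 2010 genes had an unadjusted p-value under 0.05. Each of these 104 genes changed in the same direction in 3 of 3 mice. With the mouse as a replicate block, 732 genes were higher and 684 were lower, and these included all 104 genes. In DESeq2, 245 genes were higher and 155 were lower. Clustering the libraries on the 104 genes parted the 3 control from the 3 NaCl libraries, as a selection of genes by this comparison favours. Clustering on all 15903 genes instead placed NaCl replicate 1 on the branch of the control libraries. The first principal component of log2 CPM held 37.0% of the variance and the second 22.9%. Among the genes past the threshold with a mean of at least 50 counts per library, the largest rises were those of *Ndrg2*, *Slc6a12*, *Fxyd2*, *Slco4a1* and *Slc5a3*, with log2 fold changes from 4.07 for *Slc5a3* to 7.34 for *Slc6a12* among the last 4. The control libraries held at most 3 counts of *Ndrg2* each, so its change is a lower bound of at least 123-fold higher expression. The largest falls, with the same minimum, were those of *Chac1*, *Trib3*, *Asns*, *Bank1* and *Phgdh*, with log2 fold changes from -2.46 for *Chac1* to -1.86 for *Phgdh*, whose transcripts share 47.4% of their 75-base windows with the pseudogene *Gm7901*.

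**Figure D1:**
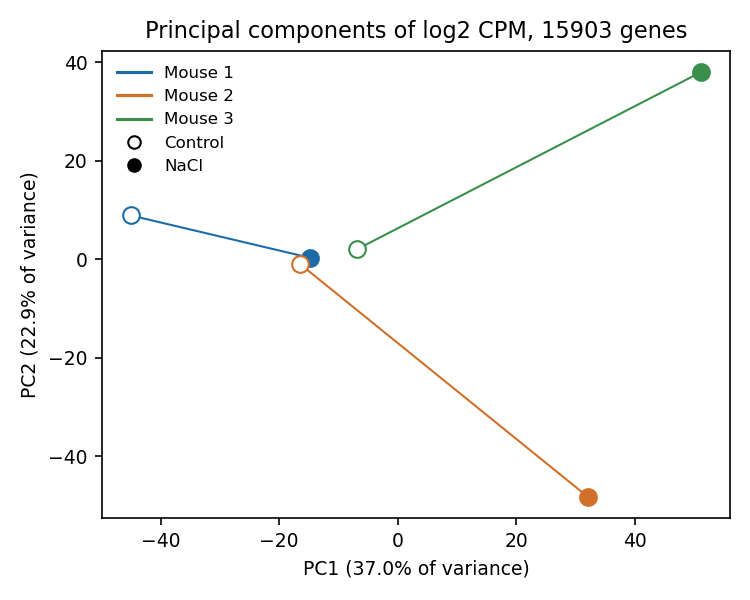
First and second principal components of log2 CPM over the 15903 genes tested, with the share of variance of each on its axis. Each point is a library, open for control and filled for NaCl, and a line joins the 2 libraries of a mouse; the first component holds 37.0% and the second 22.9% of the variance.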

Hierarchical clustering of all differentially expressed genes (DEG, 247 upregulated, 157 downregulated) revealed a clear response of BMDMs to high-salt conditions (Fig. 1B and C). 

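Fig. 1E shows 12 genes of the term ‘cell chemotaxis’ and 7 of the term ‘phagocytosis’, both chosen by the study on these 6 libraries, and their expression was examined here gene by gene. The enrichment of GO terms was not repeated here. All 12 cell chemotaxis genes were higher in NaCl in 3 of 3 mice, with a median log2 fold change of 1.00 and a range from 0.55 for *Hmgb2* to 2.50 for *Cxcl10*. The adjusted p-value from edgeR was under 0.05 for 3 of the 12, namely *Cxcl10*, *Cxcl16* and *Alox5*, and the unadjusted p-value was under 0.05 for 12. Adjusted over the list alone, 12 genes passed, which is not independent evidence because the study picked the genes on these samples. With the mouse as a replicate block, and also in DESeq2, 12 of the 12 passed the threshold over all genes. *Cxcl16* (chromosome 11) rose from 58.8 ± 20.8 to 168 ± 30.0 CPM (n = 3 each), a log2 fold change of 1.53 (standard error 0.24, adjusted p = 0.032 from edgeR's test), and 18.3% of its exonic bases overlap *Zmynd15* on the opposite strand. *Cxcl10* (chromosome 5) rose from 0.733 ± 0.153 to 3.91 ± 1.65 CPM, and *Alox5* (chromosome 6) from 4.27 ± 0.955 to 10.8 ± 2.07 CPM. The most abundant of the 12, *Spp1* (chromosome 5), rose from 7947 ± 2814 to 16347 ± 7274 CPM, and its log2 fold change of 1.04 (standard error 0.34) had an adjusted p of 0.251 in edgeR's test and of 4.3e-06 with the block. Of the other genes, *Hmgb2* shares 20.8% of its 75-base windows with *Gm4739*, 15.1% of the exonic bases of *Csf1r* overlap *Hmgxb3*, 18.8% of those of *Spp1* overlap *Gm42793*, and the *Cx3cr1* locus carries the GFP sequence. All 7 phagocytosis genes were lower in NaCl in 3 of 3 mice, with a median log2 fold change of -0.73. None (0) of the 7 had an adjusted p-value under 0.05 in edgeR's test, while 7 had an unadjusted p-value under 0.05, 7 passed with the mouse as a replicate block and 6 passed in DESeq2.

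**Figure D2:**
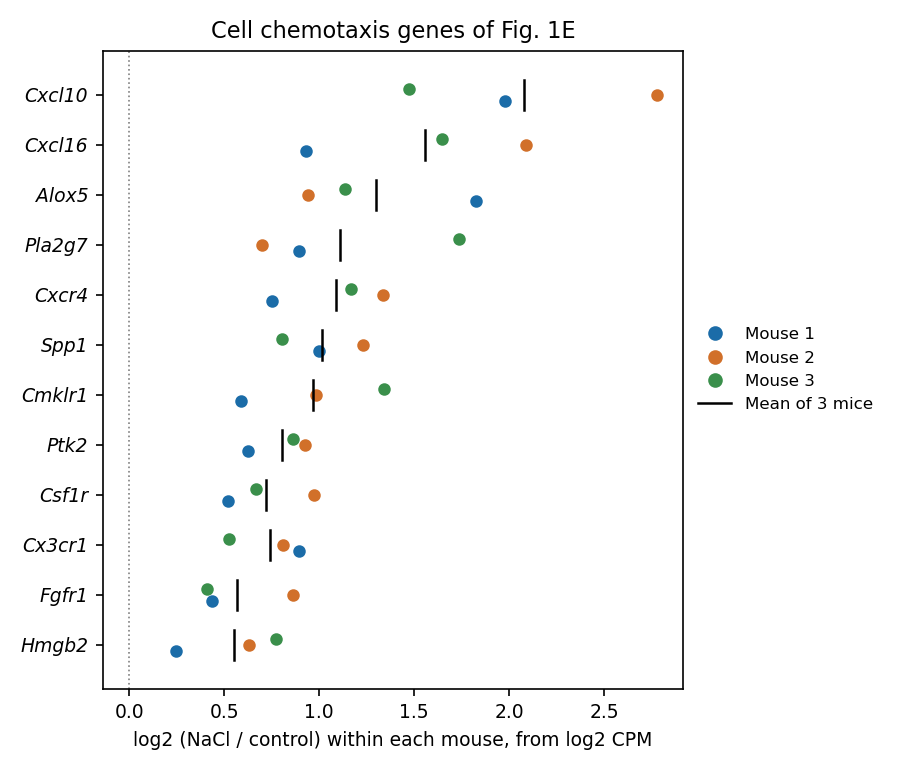
log2 ratio of NaCl to control for the 12 cell chemotaxis genes of Fig. 1E, from log2 CPM. Each coloured point is 1 mouse and the black line is the mean of the 3 mice; all 12 genes are above 0 in 3 of 3 mice.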

Gene Ontology (GO) term enrichment analysis of DEG showed that genes falling into terms such as ‘cell chemotaxis’, ‘regulation of inflammatory response’, and ‘positive regulation of macrophage migration’ were upregulated, while downregulated genes fell into terms such as ‘wound healing’, ‘chemokine production’, ‘interleukin-1 production’, and ‘phagocytosis’ (Fig. 1D and E). Together, this data set indicates that macrophages sense excess salt in their environment and alter their transcriptional program, which may perturb their effector functions.

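The separation of the groups was also measured without first choosing genes. Of the summed variance of log2 CPM over the 15903 genes, 29.1% lay between the treatments, where 20% is the mean over all splits into 3 and 3. The real split gave the largest share of the 10 splits (exact permutation test, p = 0.1, the smallest p that 3 against 3 allow). The share between the 3 mice was 44.9%. It was tested over the 6 pairings of control with NaCl libraries (exact permutation test, p = 0.167, the smallest they allow). A mean share of 40% holds over all groupings of the libraries into 3 pairs. Those include pairs within a treatment, so 40% is not the mean of the 6 pairings tested. Among the 10 genes of a list of osmotic response genes, 10 were higher in NaCl, 8 of them in 3 of 3 mice. Their log2 fold changes ran from 0.03 to 7.34, with a median of 0.70. Of the 10, 4 passed the threshold in edgeR's test and 6 with the mouse as a replicate block. The 4 genes were *Slc6a12*, *Slc5a3*, *Hspa1b* and *Hspa1a*, all labelled in Fig. 1C and so picked by the study on these libraries. The gene of the osmotic regulator *Nfat5* was at 118 ± 17.1 CPM in control and 135 ± 19.4 CPM in NaCl (n = 3 each), a log2 fold change of 0.19 (standard error 0.15, adjusted p = 0.668 from edgeR's test), so no difference was detectable. From the differentially expressed genes and their GO terms, the paper reasons that macrophages sense excess salt and change their transcriptional program, and proposes that this may perturb their effector functions.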

**Fig. 1:**
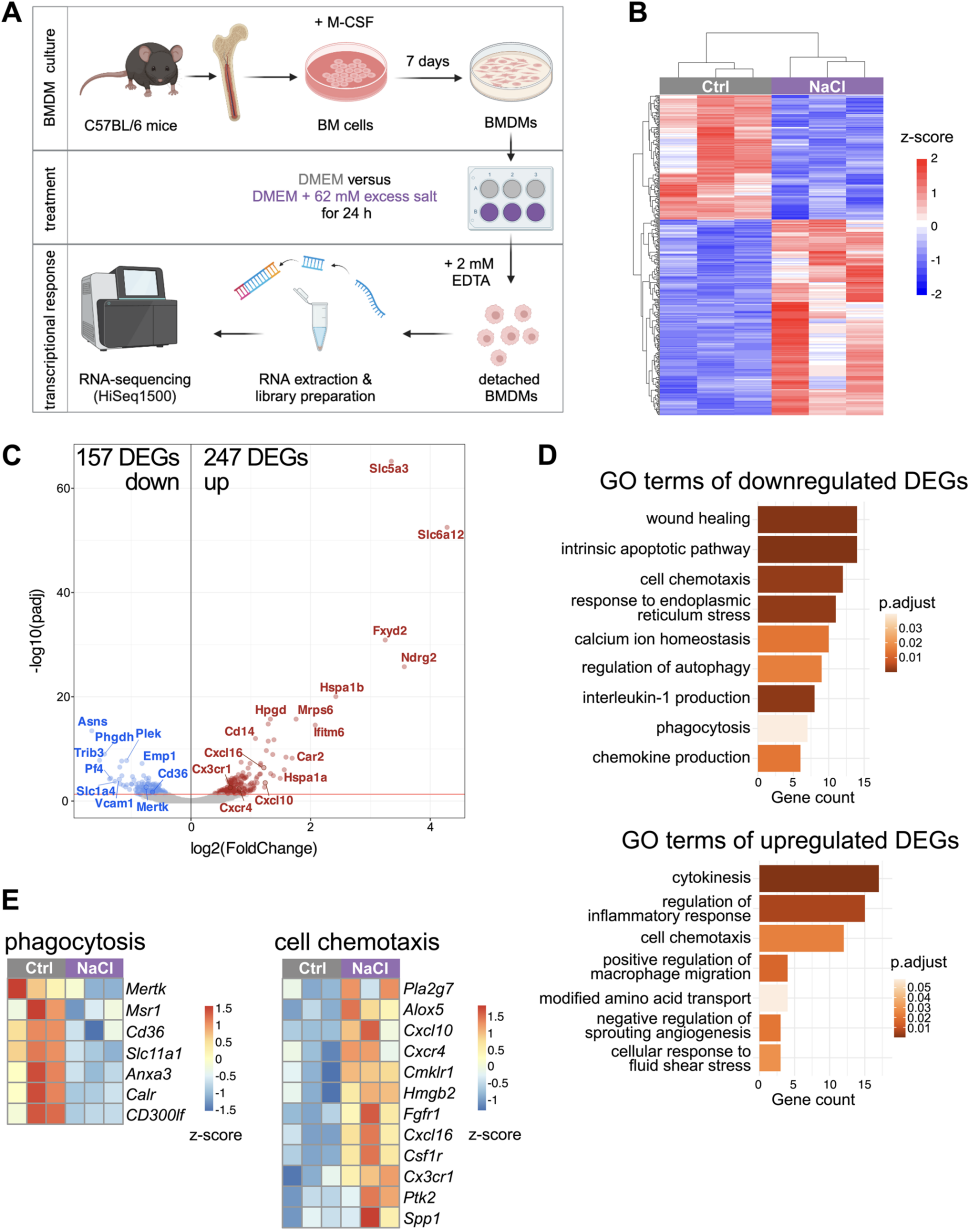
Transcriptional changes in bone-marrow derived macrophages (BMDMs) in response to sodium chloride (NaCl). **A** Experimental setup **B** Hierarchical clustering of all differentially expressed genes of unstimulated control cells (Ctrl) versus 62 mM excess NaCl samples. *n* = 3. **C** Volcano plot showing all expressed genes. Differentially expressed genes (DEG) are color-coded. **D** Gene Ontology (GO) terms of down- and upregulated DEG (*q*-value ≤ 0.01). **E** Relative expression of genes falling into the terms ‘phagocytosis’ and ‘cell chemotaxis’

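Of the 15 genes labelled in Fig. 1C as higher in NaCl, 15 were higher in 3 of 3 mice, and 13 passed the threshold in edgeR's quasi-likelihood test. *Cxcr4* and *Cx3cr1* did not, with adjusted p-values of 0.172 and 0.111 in that test. Of the 10 labelled as lower, 10 were lower in 3 of 3 mice and 7 passed, while *Cd36*, *Vcam1* and *Mertk* had adjusted p-values of 0.134, 0.0719 and 0.12. With the mouse as a replicate block, and also in DESeq2, all of the 15 and all of the 10 passed. *Slc6a12* (chromosome 6) had 0.424 ± 0.0532 CPM in control and 71.1 ± 30.8 CPM in NaCl, a log2 fold change of 7.34 (standard error 0.41, adjusted p = 6.3e-05 from edgeR's test). *Slc5a3* (chromosome 16) rose from 5.88 ± 1.57 to 100.01 ± 14.6 CPM, and *Mrps6*, whose span overlaps that of *Slc5a3* on the same chromosome, rose from 6.88 ± 0.284 to 30.9 ± 7.00 CPM. *Fxyd2* (chromosome 9) rose from 0.326 ± 0.112 to 39.2 ± 25.7 CPM. *Hspa1b* and *Hspa1a*, both on chromosome 17, share 55.8% and 61.7% of their 75-base windows with another gene, chiefly each other. Reads from the shared windows cannot be assigned to either gene. The log2 fold changes were 3.81 for *Hspa1b* and 3.17 for *Hspa1a*. *Asns* (chromosome 6) fell from 110.0 ± 34.4 to 26.0 ± 2.60 CPM, a log2 fold change of -2.09 (standard error 0.23, adjusted p = 0.00699 from the same test). *Trib3* (chromosome 2) fell from 20.7 ± 8.43 to 4.34 ± 0.0249 CPM, and *Pf4* (chromosome 5) from 132 ± 24.9 to 46.7 ± 14.2 CPM. The log2 fold change was from 1.16 for *Cd14* to 3.45 for *Ifitm6* among *Cd14*, *Hpgd*, *Car2* and *Ifitm6*.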

As BMDMs altered expression of genes related to cell chemotaxis and we have previously shown that macrophages can recognize NaCl as chemotactic stimulus [5], we validated that BMDMs migrate in the direction of excess salt concentration by using an in vitro transwell migration assay using 60 mM excess NaCl (Fig. 2A and B). 120 mM mannitol was used as osmolarity control. The macrophage chemoattractant complement component 5A (C5a) served as positive control. To assess the required concentration that can be sensed by macrophages in general, we performed transwell assays, using the immortalized murine J774A.1 macrophage cell line and increasing concentrations of NaCl. We observed that J774A.1 cells migrated mostly at 50 mM and 60 mM excess salt (Fig. 2C).

**Fig. 2:**
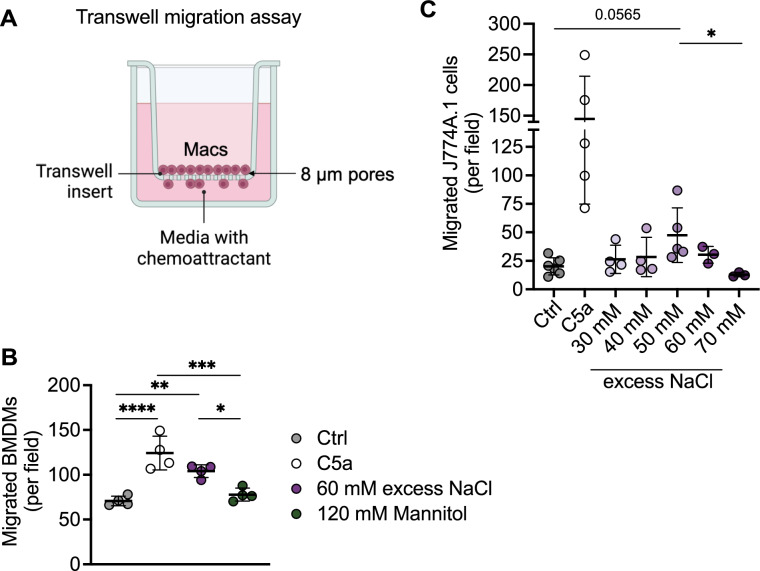
Migration behaviour of macrophages in response to sodium chloride (NaCl). **A** Experimental setup. **B** Transwell migration assay of bone-marrow derived macrophages (BMDMs) towards control DMEM medium (Ctrl), positive control (C5a), 60 mM excess NaCl and 120 mM mannitol. **C** Transwell migration assay of J774A.1 macrophages towards control DMEM medium (Ctrl), positive control (C5a), and different excess NaCl concentrations (30 mM – 70 mM). Significance was tested using one-way ANOVA with Tukey’s post hoc test. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001. For C, the positive control was not included to calculate significance. Each circle represents a biological replicate as the mean of 3 technical replicates. Shown is the mean ± SD

Phagocytosis and efferocytosis (phagocytosis of apoptotic cells) are core functions of macrophages, and were affected on a transcriptional level upon high-salt exposure (Fig. 1C). Therefore, we tested whether the abundance of phagocytosis-related Fc gamma receptors (FcγR) CD64, CD32b and CD16 were affected under high-salt conditions. 

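The 7 phagocytosis genes of Fig. 1E had log2 fold changes from -1.11 for *Cd300lf* to -0.52 for *Anxa3*. *Cd36* (chromosome 5), the most abundant of them, fell from 5424 ± 419 to 3140 ± 840 CPM (n = 3 each), a log2 fold change of -0.79 (standard error 0.20, adjusted p = 0.134 from edgeR's quasi-likelihood test). *Slc11a1* (chromosome 1) fell from 432 ± 23.9 to 288 ± 17.0 CPM and had the lowest adjusted p of the 7 in that test, 0.0719. *Calr* (chromosome 8) fell from 1184 ± 178 to 804 ± 30.6 CPM, *Msr1* (chromosome 8) from 714 ± 184 to 431 ± 99.7 CPM, *Anxa3* (chromosome 5) from 340 ± 46.1 to 236 ± 11.0 CPM and *Cd300lf* (chromosome 11) from 12.8 ± 3.69 to 5.99 ± 0.353 CPM. Adjusted over the list alone, 7 of the 7 passed, on genes that the study picked on these samples. With the mouse as a replicate block, 7 passed over all genes tested, with adjusted p-values in edgeR from 4.3e-06 for *Mertk* to 0.00666 for *Anxa3*. DESeq2 without the block called 6, all but *Msr1* (adjusted p = 0.0732). A list of 15 efferocytosis receptors and bridging genes, of which 14 were tested, had a median log2 fold change of -0.48, with 9 genes lower and 5 higher. None (0) of these 14 passed the threshold in edgeR's test, 4 had an unadjusted p-value under 0.05, and 6 were lower past the threshold with the block. Adjusted over the list alone 2 passed, *Mertk* and *Cd300lf*, which are also among the 7 genes of Fig. 1E. The largest falls of the 14 were those of *Tyro3* and *Timd4*, which had at most 11 and 5 counts per library.

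**Figure D3:**
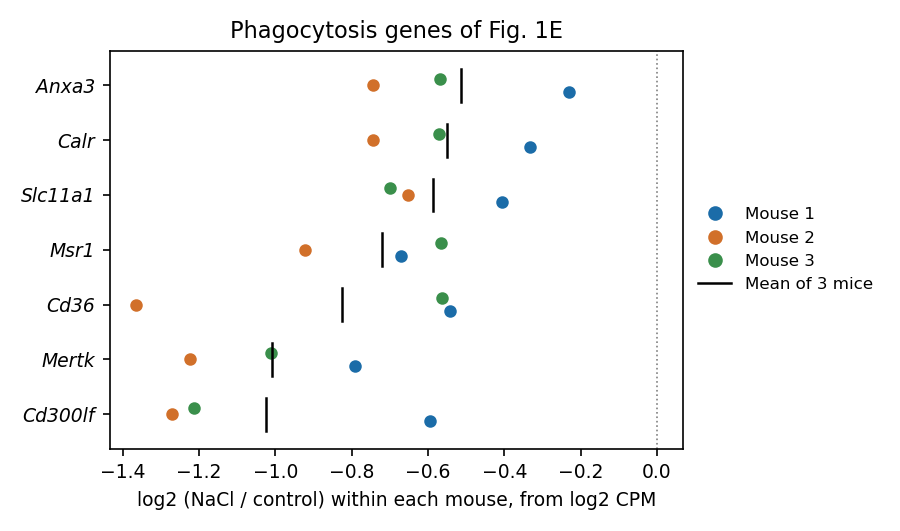
log2 ratio of NaCl to control for the 7 phagocytosis genes of Fig. 1E, from log2 CPM. Each coloured point is 1 mouse and the black line is the mean of the 3 mice; all 7 genes are below 0 in 3 of 3 mice.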

Flow cytometry analyses revealed that the expression of inhibitory FcγR CD32b was downregulated by excess NaCl while CD64 and CD16 were not altered (Fig. 3A). Interestingly, the efferocytosis receptors MerTK and Tim4 showed an opposing behaviour with MerTK being downregulated, validating the transcriptional downregulation (Fig. 1D), and Tim4 being slightly upregulated upon NaCl treatment (Fig. 3B). Both receptors recognize phosphatidylserine on the surface of apoptotic cells and MertK, as part of the TAM receptor family, and Tim4 collaborate for efficient efferocytosis in distinct macrophage populations [22]. However, while Tim4 may enhance TAM-dependent efferocytosis, some macrophage populations act completely Tim4 independent for the recognition and uptake of apoptotic cells [22]. Therefore, depending on the expression pattern of phagocytosis and efferocytosis receptors on macrophage subpopulations in vivo, excess salt exposure may result in distinct perturbations of macrophage effector functions.

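The RNA-sequencing data hold the transcript of MerTK, in BMDMs treated with 62 mM excess NaCl for 24 h, and no protein. *Mertk* (ENSMUSG00000014361.6, chromosome 2) was at 93.4 ± 19.2 CPM in control and 47.3 ± 16.1 CPM in NaCl (n = 3 each). The log2 fold change was -0.97 (standard error 0.23, adjusted p = 0.12 from edgeR's quasi-likelihood test), and within mice 1, 2 and 3 the log2 ratio was -0.79, -1.22 and -1.01. With the mouse as a replicate block the log2 fold change was -1.01 (adjusted p = 4.3e-06 in edgeR), and in DESeq2 without the block it was -0.97 (adjusted p = 0.00903). With each library left out in turn it stayed between -1.29 and -0.80, and it passed the threshold in 1 of these 6 fits, the one without NaCl replicate 1 (adjusted p = 0.020 in edgeR). Over all alternatives the adjusted p of *Mertk* was lowest in DESeq2 with the block and highest, 0.419, in edgeR without control replicate 2.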

**Fig. 3:**
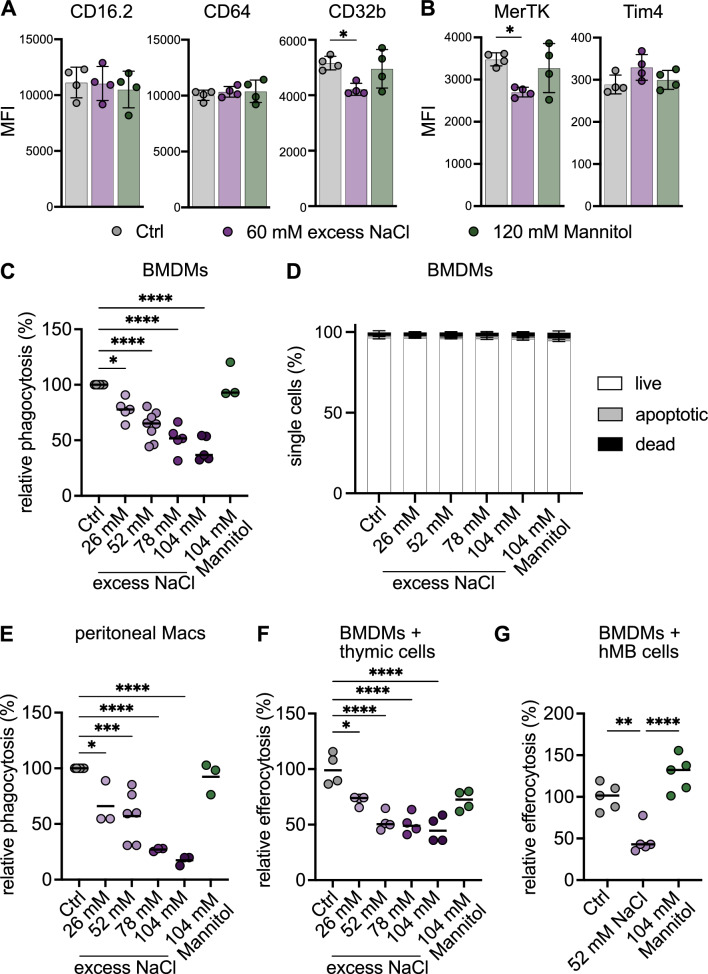
Phagocytosis and efferocytosis activity of macrophages in response to sodium chloride (NaCl) in vitro. **A** and **B** Flow cytometry analysis of phagocytosis (**A**) and efferocytosis (**B**) surface markers mean fluorescence intensity (MFI) expressed on bone-marrow derived macrophages (BMDMs) after 24 h culture with DMEM medium (Ctrl), 60 mM excess NaCl or 120 mM Mannitol. Error bars represent SD of the mean. **C** Phagocytosis of polystyrene beads by BMDMs after 24 h culture with DMEM medium (Ctrl), different excess NaCl concentrations (26 mM – 104 mM) or 104 mM mannitol. **D** Annexin V/PI assay with the same experimental setup as in (**C**). **E** Phagocytosis of polystyrene beads by peritoneal macrophages (Macs) with same experimental setup as in (C). **F** and **G** Efferocytosis of thymic cells (**E**) or hMB cells (**F**) by BMDMs using the same conditions as in (C-D). Significance was tested using one-way ANOVA with Tukey’s post hoc test. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001. Each circle represents a biological replicate as the mean of 3 technical replicates. For (D) *n* = 6 biological replicates. Shown is the mean ± SD

To test whether phagocytosis was affected upon excess salt, we treated BMDMs with different NaCl concentrations (26–104 mM) or 104 mM mannitol, which corresponds to the osmolarity reached by 52 mM excess NaCl, and added 500 nm polystyrene (PS) beads for 5 h. Uptake of fluorescently labelled PS beads by CD11b^+^F4/80^+^ BMDMs was assessed via flow cytometry indicating that increasing NaCl concentrations inhibit phagocytosis (Fig. 3C). Of note, cells did not undergo apoptosis due to increased NaCl concentrations (Fig. 3D). Similar results were observed using peritoneal macrophages (Fig. 3E). Further, we quantified BMDM efferocytosis of apoptotic thymocytes labelled with pHrodo, a pH-sensitive dye that fluoresces brightly in acidic environments, such as the phagosome. Also here, increasing NaCl concentrations inhibit efferocytosis, albeit a dose-dependent inhibition as observed in the phagocytosis assay is lacking (Fig. 3F). Interestingly, a plateau of efferocytosis inhibition to ~ 45% seems to be reached already at 52 mM excess salt representing the physiologically relevant salt concentration cells may experience under high-salt diet conditions [4]. Next, we assessed efferocytosis using the fluorescent tumour line hMB, where only 10–20% of cells were apoptotic, representing a more physiological abundance of apoptotic cells. Similarly to results obtained with apoptotic thymocytes, the relative efferocytosis rate at 52 mM excess salt was decreased to ~ 43% (Fig. 3G). In summary, in vitro results using BMDMs indicate that excess salt inhibits both phagocytosis and efferocytosis, possibly by regulating surface receptor expression important for these macrophage core functions.

Finally, we set out to understand whether an in vivo high-salt exposure would alter macrophage functions similar to what we have observed in vitro. To this end, we fed mice with either control diet (CD) or a high-salt diet (HSD) for one week or three months, which would represent acute and chronic exposure, respectively. Using a similar experimental setup as with macrophages treated with NaCl for 24 h, we assessed phagocytosis and efferocytosis of BMDMs and peritoneal macrophages from mice after diet. Intriguingly, there was no difference in phagocytosis (Fig. 4A) or efferocytosis activity using PS beads or apoptotic thymic cells after one week of HSD (Fig. 4B). Only the uptake of hMB cells was slightly decreased in BMDMs (Fig. 4B). We hypothesized that the effect of HSD may be masked by one week of in vitro differentiation of BMDMs, and therefore, assessed the phagocytosis and efferocytosis activity of peritoneal macrophages isolated from mice fed with CD or HSD. Here, we observed no difference in PS uptake or hMB engulfment (Fig. 4C). To address whether the short-term exposure of one week was not sufficient to reprogram macrophages and/or macrophage progenitors, we fed mice with HSD or CD for 3 months. Intriguingly, the chronic exposure to HSD did not impact PS or hMB cell engulfment by peritoneal macrophages, possibly indicating an adaptation process to the high-salt condition (Fig. 4D). However, BMDMs showed an increased efferocytosis of hMB cells (Fig. 4E), indicating that macrophage precursors in the bone marrow were reprogrammed by the HSD conditions. This is in line with recently published work showing that two months of HSD impedes BMDM function but not microglia, the tissue-resident cells of the brain [10]. Intriguingly, sodium concentrations in the bone marrow are controlled by the myeloid cell-derived transcription factor NFAT5, which in turn has a direct impact on osteoclastogenesis [23]. Thus, it remains to be investigated which mechanisms are at play when hematopoietic stem and progenitor cells sense NaCl and how this, in turn, controls differentiation and function of the immune cell compartment in tissues. A previous study has assessed the role of excess NaCl on immune responses indicating that increased osmolarity (100 mM NaCl) activates the inflammasome and, thereby, caspase-1, in macrophages in vitro and that HSD for four weeks promotes a Th17 response in a caspase-1-dependent manner in vivo [24]. It would be interesting to address whether these T cell responses observed in vivo are indeed driven by inflammasome activation in tissue-resident macrophages upon HSD, e.g., using a macrophage-specific knockout of caspase-1.

**Fig. 4:**
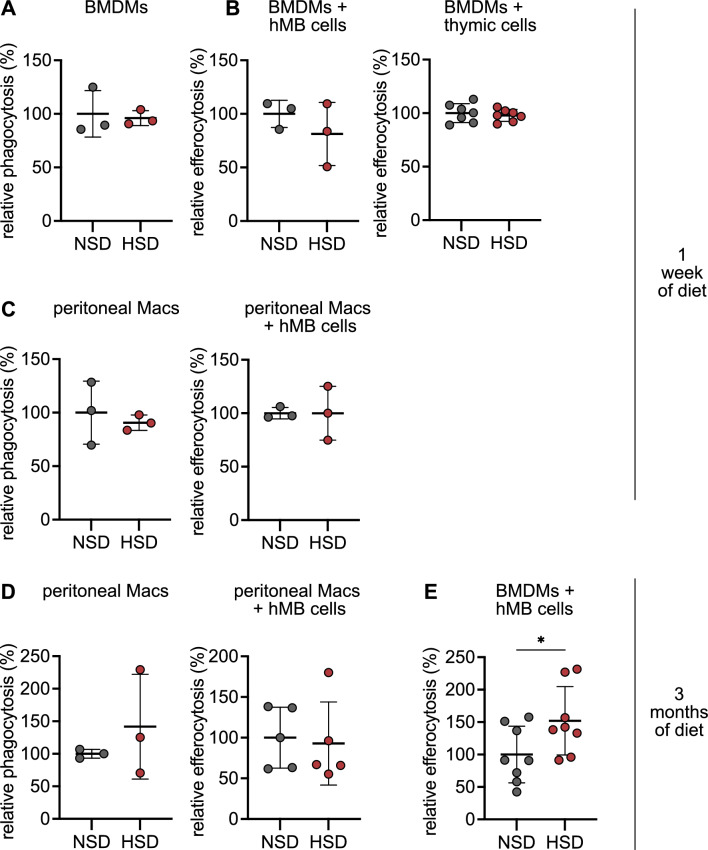
Phagocytosis and efferocytosis activity of macrophages in response to sodium chloride (NaCl) in vivo. C57BL/6 mice were fed a control diet (normal-salt diet NSD) or high-salt diet (HSD) for 1 week (**A–C**) or 3 months (**D and E**). **(A and B)** Phagocytosis of polystyrene beads (**A**) or efferocytosis of hMB and thymic cells (**B**) by bone-marrow derived macrophages (BMDMs) isolated from mice after 1 week of diet. (**C and D**) Phagocytosis of polystyrene beads and efferocytosis of hMB cells by peritoneal macrophages (Macs) isolated from mice after 1 week (**C**) or 3 months of diet (**D**). **(E)** Efferocytosis of hMB cells by BMDMs isolated from mice after 3 months of diet. Significance was tested using unpaired Student’s t-test. *p < 0.05. Each circle represents a biological replicate as the mean of three technical replicates. Shown is the mean ± SD

## Conclusion

In conclusion, our study delves into the impact of dietary salt on macrophage functions, revealing dynamic responses to excess salt both in vitro and in vivo. While acute exposure to high-salt conditions in vitro alters macrophage core functions such as migration, phagocytosis, and efferocytosis, prolonged in vivo salt exposure demonstrates a subtle impact on these functions in BMDMs and peritoneal macrophages. The discrepancies suggest that the sensing and response to salt by macrophages are intricately influenced by the physiological environment. Therefore, comprehensive understanding of the physiological relevance of excess salt on tissue and cell function requires further exploration through in vivo and ex vivo studies, highlighting the imperative nature of these approaches for unravelling the complexities of salt-mediated immune modulation and its implications in disease pathogenesis.

## Data Availability

We have submitted the RNA-seq dataset to GEO database (accession number: GSE250604). Code will be made available by the corresponding authors upon reasonable request.

## Abbreviations

BMDMs: Bone-marrow-derived macrophages
C5a: Complement component 5A
CD: Control diet
DEG: Differentially expressed genes
FcγR: Fc gamma receptors
GO: Gene ontology
HSD: High-salt diet
NaCl: Sodium chloride
PS: Polystyrene

How the deposited data were processed for this re-analysis (not part of the article)

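RNA was measured in BMDMs from 3 mice, each as an unstimulated control and after 62 mM excess NaCl for 24 h, which gives 6 libraries. The authors trimmed 75 bp single-end reads with fastp and aligned them with STAR, and they deposited the raw count of reads per gene, without normalization, and the same counts divided by DESeq2 size factors as a normalized signal. The normalized signal of every gene above 0 equalled its raw count divided by a single factor per library, and these factors differed from those of a DESeq2 refit by 8.9e-16 at most, so the raw counts were used throughout. The methods name the genome as mm10 and the annotation as GENCODE vM32, which belongs to another build, so positions are given by chromosome only. Gene symbols came from the authors' table. For sequence properties, 15484 of the 15903 genes (97.4%) were found by identifier in GENCODE M21. The methods give RPMI as the culture medium of these cells, whereas Fig. 1A shows DMEM for control and NaCl-treated cells. The methods describe the addition of fresh medium after 7 days of culture as a step of its own, and do not name the control cells separately.

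The counts per library and the precision they give differed: the total counts were 8520433, 11315918 and 20123570 for the control libraries and 8635499, 11610020 and 4088065 for the NaCl libraries. In NaCl replicate 3, 1235 of the genes tested had no count, against 79 in control replicate 3. CPM values were computed by edgeR with TMM-scaled library sizes, and log2 CPM with a prior count of 2.

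Genes with a total count of at least 10 were tested with edgeR 4.0.16 (glmQLFit and glmQLFTest, TMM normalization, NaCl against control, no further term), and p-values were adjusted by the Benjamini-Hochberg method over 15903 genes with a threshold of 0.05. The authors used DESeq2 with the same filter, and DESeq2 1.42.0 was run here as an alternative. Gene lists were tested with camera from limma 3.58.1 with its preset correlation of 0.01, adjusted over the 11 lists tested. These were the 2 lists of Fig. 1E and 9 lists of efferocytosis receptors, osmotic response, amino acid response, chaperones of the endoplasmic reticulum, heat shock, cell division, cholesterol synthesis, interferon response and inflammasome genes. Lists of monocyte, neutrophil, dendritic cell, B cell, erythroid and stromal markers and of sex genes served as checks. These lists, the tests named in this paragraph and the rule for named genes were written before the data were examined. The rule names every gene labelled in Fig. 1C or shown in Fig. 1E, the genes the text discusses, the 5 largest rises and the 5 largest falls among genes past the threshold with a mean of at least 50 counts and the same direction in 3 mice, and members of the other lists only where past the threshold. It gave 59 genes.

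Whether the mouse numbers pair the samples was checked. The labels give mouse 1, 2 and 3 in both groups, and the deviations of same-numbered libraries from their group means correlated across genes, with coefficients of 0.43, 0.15 and 0.22 for mice 1, 2 and 3, whereas the other pairs lay between -0.35 and 0.12. Genes are not independent replicates, so these coefficients have no p-value. The mouse therefore pairs the samples, and the fit with the mouse as a replicate block is given beside a result wherever it changes a call.

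The alternatives were DESeq2, with its independent filtering at 0.05 and at 0.1, the replicate block in edgeR and in DESeq2, median-ratio size factors, total count scaling, a minimum total count of 1, filterByExpr, the likelihood ratio test, limma-voom, stricter thresholds, fry and an estimated correlation for lists, and leaving out each library. Chosen after the data were seen were DESeq2 with shrunken fold changes, thinning of every library to 4088065 counts, a correction for GC content and transcript length by a loess trend with a span of 0.5, the block combined with thinning or with that correction, and the block combined with fry or an estimated correlation. GC content and length were known for 103 of the 104 genes past the threshold. The order of the libraries was split in all 10 ways into 3 and 3.

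The scripts were tested on simulated data with the means and library sizes of these libraries. Of 200 genes changed by known amounts, the test without the block called 197 among 15580 genes when mice did not differ, and 159 among 15525 genes when a difference between mice with an SD of 0.25 on the log2 scale was added, where the fit with the block called 199. Python 3.11.15 with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9, and R 4.3.3, were used. The enrichment of GO terms, the flow cytometry, migration, uptake and diet experiments were not analysed here.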

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

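The tests of shared windows, of thinning, of GC content and length, of single libraries and of marker genes as explanations were chosen only after the result was seen, whereas the fit, the replicate block and the fits leaving out 1 library were set earlier.

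*Slco4a1*, which encodes an organic anion transporter and which the paper does not discuss, rose far above its level in the control samples. It was at 4.77 ± 3.27 CPM in control and 399 ± 183 CPM in NaCl (n = 3 each), a log2 fold change of 6.29 (standard error 0.53, adjusted p = 0.00118 from edgeR's quasi-likelihood test). Within mice 1, 2 and 3 the log2 ratio was 7.09, 6.89 and 5.54. Of its 75-base windows, 0% occur in another gene, which argues against shared reads. After every library was thinned to the smallest total the log2 fold change was 6.39, and after a correction for GC content and length with the replicate block it was 6.26, so neither depth nor these trends account for it. It stayed past the threshold in 6 of the 6 fits that each left out 1 library, with log2 fold changes from 5.88 to 6.96. The 39 marker genes tested of 6 other cell types had a median log2 fold change of -0.26 (quartiles -0.59 and 0.03). With the replicate block 2 of them were higher and 3 lower. The highest log2 fold change was 0.09 among 13 neutrophil markers and 0.74 among 10 dendritic cell markers, and none rose in 3 of 3 mice. A gain of either type large enough to raise *Slco4a1* this far would raise its markers, if less for those that BMDMs express themselves. This argues against either type as the whole cause. Monocytes stay open, as *Ifitm6*, on their list, rose with NaCl. The B cell, erythroid and stromal types rest on few genes and also stay open. DESeq2 with shrunken fold changes gave 1.29. A response to the salt may be the cause, as a hypothesis found and tested on the same data. Cells other than neutrophils and dendritic cells, and fresh medium, also stay open. Whether NaCl or its osmolarity drives it was not tested, since no mannitol library was analysed here.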

How the results depend on the processing

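The number of genes past the threshold depended on the processing more than their direction did. Against 76 higher and 28 lower genes, DESeq2 gave 245 and 155, independent filtering at 0.1 gave 245 and 157, the mouse as a replicate block gave 732 and 684, DESeq2 with the block 452 and 354, a minimum total count of 1 gave 362 and 300, and the likelihood ratio test 267 and 196. An adjusted p under 0.01 left 17 and 1, and a log2 fold change of at least 1 left 46 and 17. Of alternatives chosen after the data were seen, shrunken fold changes gave 243 and 155, thinning 47 and 15, the block with thinning 505 and 407, the correction for GC content and length 114 and 61, and the block with it 1145 and 979. The 6 fits that each left out 1 library gave from 8 to 123 higher and from 0 to 46 lower genes. They gave 46 and 25 without control replicate 1, 8 and 1 without control replicate 2, 9 and 1 without control replicate 3, 123 and 46 without NaCl replicate 1, 22 and 0 without NaCl replicate 2, and 9 and 0 without NaCl replicate 3. At an unadjusted p under 0.05 they gave from 1143 to 2570 genes, and 1681 and 1864 in the last 2 fits. Median-ratio size factors, total count scaling, filterByExpr and limma-voom stayed within 1.5 times. Of the 104 genes, 104 were also past the threshold in the same direction with DESeq2 and with the block, and 61 after thinning, where the smallest library sets the depth. Of the genes past the threshold 73.1% were higher, against 61.25% in DESeq2 and 51.7% with the block. A stricter threshold lowers the counts by construction. For the other settings the cause was not tested, apart from the block, for which a test stands under the other observations.

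The number of phagocytosis genes lower was 0, against 6 in DESeq2 with either filtering, 7 with the block in edgeR and in DESeq2, 7 with a minimum total count of 1, 5 in the likelihood ratio test, and from 0 to 1 across the 6 fits that each left out 1 library. Chosen later, shrunken fold changes gave 6, the block with thinning 7, the GC and length correction 2 and the block with it 7. The number of cell chemotaxis genes higher was 3, against 12 in DESeq2 with either filtering, 12 with the block in edgeR and in DESeq2, 11 with a minimum total count of 1, 10 in the likelihood ratio test, and from 0 to 3 across the fits leaving out 1 library, with 0 without control replicates 2 or 3 or NaCl replicates 2 or 3. Chosen later, shrunken fold changes gave 11, thinning 1, the block with thinning 12 and the block with the GC and length correction 12. The cause was not tested.

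For the gene lists, values in brackets are median log2 fold changes. Under fry, efferocytosis receptors (-0.48), chaperones of the endoplasmic reticulum (-0.42), heat shock (0.11) and interferon response genes (0.32) lost the threshold. Under an estimated correlation, the same lists and the amino acid response list (-0.75) lost it. The phagocytosis, cell chemotaxis, osmotic response and cell division lists held under both. With the block, chosen later for these tests, fry kept cell chemotaxis and osmotic response only, and lost phagocytosis (-0.72), efferocytosis (-0.50), amino acid response (-0.73), chaperones (-0.43), heat shock (0.12), cell division (0.63) and interferon response (0.30). The estimated correlation with the block lost these and also cell chemotaxis (0.99) and osmotic response (0.67). Camera at its preset correlation changed no call of a list under the block. The heat shock median reversed without control replicate 1, and ranged from -0.030 to 0.25 across the fits leaving out 1 library. The cholesterol synthesis median reversed without NaCl replicate 3, with a range from -0.028 to 0.16. The interferon response list lost the threshold without NaCl replicate 1 (0.19), with a range from 0.17 to 0.47. The efferocytosis receptor median was -0.31 with filterByExpr, which kept 12 genes of the list. It ranged from -0.54 without control replicate 3 to -0.30 without NaCl replicate 3. The inflammasome median of -0.05 reversed to 0.011 with filterByExpr and to 0.031 with the GC and length correction. The cause was not tested.

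Of the 59 named genes, 17 rose past the threshold with the block and none fell below it, and 16 did so in DESeq2. Genes also lost the threshold: 10 after thinning, and, of the fits leaving out 1 library, 8 without control replicate 1, 23 without control replicate 2, 23 without control replicate 3, 1 without NaCl replicate 1, 20 without NaCl replicate 2 and 24 without NaCl replicate 3. Total count scaling and limma-voom each took 2 below it. The 4 genes that reversed were *Fcgr1* (from -0.21 to 0.079 over the fits leaving out 1 library, above 0 without control replicate 2 and without NaCl replicate 3), *Fcgr3* (from -0.44 to 0.0056, above 0 without control replicate 1), *Fcgr4* (from -0.73 to 0.069, above 0 without control replicate 1) and *Fcgr2b* (from -1.02 to 0.28, above 0 without control replicate 1 and, at 0.019, without NaCl replicate 2), none of them past the threshold in any fit. Each of these fits holds 1 mouse in a single group and no term for the mouse, and within mice *Fcgr2b*, *Fcgr3* and *Fcgr4* were lower in 3 of 3. The treatment's share of variance was from 26.1% to 36.7% and that of the mouse from 43.5% to 46.5% over their alternatives. Their p-values were the smallest that the design allows in each case, so they cannot show stability.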

Differences from the paper's values

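The paper's number of upregulated genes is 247 and that of downregulated genes is 157, against 76 and 28 in edgeR's quasi-likelihood test here. Among the alternatives set before the data were examined, DESeq2 gave 245 and 155, DESeq2 with independent filtering at 0.1 gave 245 and 157, and the likelihood ratio test gave 267 and 196, all within 1.5 times the paper's numbers. A minimum total count of 1 gave 362 higher genes, within 1.5 times, and 300 lower genes, which is not. The replicate block in edgeR (732 and 684) and in DESeq2 (452 and 354), median-ratio size factors (76 and 25), total count scaling (67 and 20), filterByExpr (76 and 24), limma-voom (80 and 27), the stricter thresholds and the fits leaving out 1 library did not reach them. DESeq2 with shrunken fold changes, chosen after seeing the values, gave 243 and 155.

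The log2 fold changes in Fig. 1C, read by eye, were smaller in size than those computed here for all 9 genes compared, and for 8 of them by more than the SD of the 3 mice. *Slc6a12* was at about 4.3 in Fig. 1C against 7.34, *Ndrg2* at about 3.6 in Fig. 1C against a fitted 7.56, *Slc5a3* at about 3.4 in Fig. 1C against 4.07 and *Fxyd2* at about 3.2 in Fig. 1C against 6.97. For these genes and for *Hspa1b*, at about 2.4 in Fig. 1C against 3.81, none of the alternatives set before the data were examined closed the gap. *Ifitm6* was at about 2.1 in Fig. 1C against 3.45, and only the fit without NaCl replicate 2, with 2.76, came within the SD of the 3 mice. *Mrps6* was at about 1.8 in Fig. 1C against 2.16, and the fits without NaCl replicate 2 and without NaCl replicate 3, the former with 2.02, came within that SD. *Trib3* was at about -1.5 in Fig. 1C against -2.26, and DESeq2 with the replicate block, with -2.16, and the fit without control replicate 2, with -1.98, came within it. Among alternatives chosen after seeing the values, thinning gave 2.05 for *Mrps6* both without and with the block. DESeq2 with shrunken fold changes, also chosen after seeing the values, gave 4.28 for *Slc6a12*, 3.57 for *Ndrg2*, 3.35 for *Slc5a3*, 3.25 for *Fxyd2*, 2.42 for *Hspa1b*, 2.08 for *Ifitm6*, 1.76 for *Mrps6* and -1.53 for *Trib3*.

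The paper colours *Cxcr4*, *Cx3cr1*, *Cd36*, *Vcam1* and *Mertk* as differentially expressed in Fig. 1C, and lists 12 cell chemotaxis and 7 phagocytosis genes in Fig. 1E. Here edgeR's quasi-likelihood test called none of the 5, 3 of the 12 and 0 of the 7, with 12 and 7 at an unadjusted p under 0.05. DESeq2 called all 5, 12 and 6, with independent filtering at 0.05 and at 0.1. The block called all 5, 12 and 7 in edgeR and in DESeq2. A minimum total count of 1 called all 5, 11 and 7, and the likelihood ratio test all 5, 10 and 5. limma-voom called *Vcam1* and *Csf1r*, total count scaling called *Csf1r*, and the fit without NaCl replicate 1 called *Vcam1*, *Mertk* and *Ptk2*. The fit without control replicate 1 called *Cmklr1* and *Cd300lf*. Among alternatives chosen after seeing the values, shrunken fold changes called all 5, 11 and 6, the block with thinning or with the GC and length correction called all 5, 12 and 7, and that correction without the block called *Cd36*, *Slc11a1* and *Csf1r*. The paper states that the transcript of MerTK fell, and here its log2 fold change was -0.97 with an adjusted p of 0.12 in edgeR's test.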

Other observations

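The splits of the libraries, thinning, the correction for GC content and length, the count of genes differing between mice and the use of marker genes and of other lists as tests were chosen only after the result was seen. The fits with and without the replicate block, camera and its estimated correlation were set earlier.

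The 104 genes past the threshold without the block were set against technical explanations. Of the 10 splits of the 6 libraries into 3 and 3, 1 gave as many genes, the real one, and the 9 others gave 1 gene at most. These 9 are also the groupings that would result had 1 control and 1 NaCl library been exchanged, so the labels give more genes than every such exchange. With 3 against 3 libraries this share cannot fall under 0.1. After thinning to the smallest library the median size of the log2 fold change of the 104 genes was 1.13, against 1.17 before. Of the 104 genes, 61 then stayed past the threshold in the same direction, at a depth set by the smallest library. After the correction for GC content and length 104 of them stayed past it in the same direction. The sizes argue against depth as the whole cause of the changes, and the correction argues against GC content and length as the whole cause. Of the 4 splits that part all 3 pairs of libraries, 1 gave as many genes with the replicate block (1416), the real one, and the other 3 gave 0.

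The replicate block gave 1416 genes against 104 without it. Differences between the mice that both treatments share are a candidate explanation: in the fit with the block, 1413 genes differed between the mice. In the simulated data, a difference between mice lowered the number of changed genes recovered without the block from 197 to 159 of 200. With the block, 199 were recovered there. That gap is far smaller than 1416 against 104 genes, so the simulation cannot show that differences between mice account for all of it.

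The study picked the cell chemotaxis and phagocytosis genes on the real split of these libraries, so that split is favoured for both lists and its comparison with the others says nothing about chance. For the cell chemotaxis genes, 1 of the 10 splits gave as many genes past the threshold, the real one. For the phagocytosis genes the real split gave 0 (7 at an unadjusted p under 0.05), so 10 of the 10 splits match it by construction. By camera's p-value, 1 of the 10 splits, the real one, was as small for each of these 2 lists. The other lists were written from general knowledge after the paper was read, and the efferocytosis receptor, osmotic response, amino acid response, chaperone and heat shock lists hold genes shown in Fig. 1C or Fig. 1E, which favours the real split for them as well. Of the 10 splits 1, the real one, gave as small a camera p-value for the efferocytosis receptor, osmotic response, amino acid response and cell division lists. For the chaperones of the endoplasmic reticulum it was 3 of the 10 splits, for heat shock 2, for interferon response 5, for inflammasome 6 and for cholesterol synthesis 8. The p-values of camera with its preset correlation are therefore also small in splits that mix the treatments.

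The amino acid response list fell with NaCl. Of 24 genes, 23 were lower, 21 of them in 3 of 3 mice, with a median log2 fold change of -0.75, and 6 passed the threshold in edgeR's test and 18 with the replicate block. *Asns*, *Trib3*, *Phgdh* and *Slc1a4* are labelled in Fig. 1C, and *Chac1* and *Atf5* are not. The median was -0.74 after the correction for GC content and length with the block and -0.70 after thinning with the block, which argues against both as the whole cause. Of the 39 marker genes of other cell types 3 were lower past the threshold with the block, all neutrophil markers. With the block the 13 neutrophil markers had a median log2 fold change of -0.31 (quartiles -0.56 and -0.16), against -0.73 (quartiles -1.07 and -0.48) for the amino acid response list, of which 22 genes lay below the neutrophil median. A loss of neutrophils would lower their own transcripts at least as much, so the pooled medians argue against it as the whole cause. In mice 1, 2 and 3 the median log2 ratio was 0.15, -0.65 and -0.61 for the neutrophil markers. It was -0.45, -0.81 and -1.03 for the amino acid response list, so the gap was small in mouse 2. With the block, 9 of the 24 list genes lay below the lowest neutrophil marker, at -0.78. The B cell, erythroid and stromal types rest on few genes and stay open. Fresh medium stays open as well, since the cell division list rose in the same libraries (0.64).

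A list of 23 cell division genes was higher in NaCl than in control. Fig. 1D of the paper gives cytokinesis among the GO terms of upregulated genes, and the paper names no gene of this list. The median log2 fold change was 0.64, and 23 of 23 genes were higher in 3 of 3 mice. In edgeR's quasi-likelihood test 7 passed the threshold over all genes tested, while 21 passed adjusted over the list alone and 22 passed with the replicate block. The 7 were *Bub1b*, *Aurkb*, *Plk1*, *Ccnb1*, *Racgap1*, *Cdca8* and *Prc1*, of which *Ccnb1* shares 35.2% of its 75-base windows with other genes, chiefly a pseudogene. Camera gave an adjusted p of 7.3e-31 with its preset correlation, 0.0355 with an estimated correlation, and 0.155 with the estimated correlation and the block, the highest over all alternatives, of which a minimum total count of 1 gave the lowest, 9.19e-38. The median was 0.68 after the correction for GC content and length with the block and 0.62 after thinning with the block, which argues against these trends and against depth as the whole cause. The 39 marker genes of 6 other cell types (median -0.26) went both ways and leave other cells open. Fresh medium also stays open: the methods describe its addition as a step of its own after 7 days of culture and do not name the controls separately, and Fig. 1A shows DMEM for both groups. Amino acid response genes fell together with this rise, with a median log2 fold change of -0.75, as fresh medium given to the NaCl-treated cells alone could also give. If the controls received none, these libraries cannot tell the medium and the salt apart.

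The size of the change differed between mice. The median log2 ratio in mice 1, 2 and 3 was -0.45, -0.81 and -1.03 for the amino acid response list, 0.49, 0.65 and 0.77 for cell division, 1.98, 3.18 and 2.46 for the upper labels of Fig. 1C, and 0.81, 0.80 and 0.61 for the osmotic response list. Whether the mice differ was not tested.

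Other lists gave these median log2 fold changes: chaperones of the endoplasmic reticulum -0.42, heat shock 0.11, interferon response 0.32, cholesterol synthesis 0.06, inflammasome -0.05, monocyte markers -0.12 (8 of 9 tested), neutrophil markers -0.36 (13 tested), dendritic cell markers 0.005 (10 tested), B cell markers -0.17 (3 of 8 tested), the 1 erythroid gene tested 0.17 and stromal markers -0.90 (4 of 8 tested). In edgeR's test, and then with the replicate block, the genes past the threshold were 0 and 8 lower for the chaperones, 2 and 2 higher for heat shock, 0 and 4 higher for interferon response, 0 and 1 lower for cholesterol synthesis, 0 and 1 lower for inflammasome, 1 and 2 higher for monocyte markers and 0 and 3 lower for neutrophil markers. Of the lists with 0 in edgeR's test, 10 chaperones, 4 interferon response, 1 cholesterol synthesis, 2 inflammasome and 2 neutrophil genes had an unadjusted p under 0.05. The dendritic cell, B cell, erythroid and stromal markers had 0 in both fits and 0 at an unadjusted p under 0.05. The most abundant genes of the marker lists were *Ccr2* at 131 ± 69.9 CPM in control and 132 ± 113 in NaCl, *S100a9* at 117 ± 42.1 and 104 ± 35.5, *Itgax* at 877 ± 104 and 870 ± 142, *Ighm* at 21.9 ± 21.8 and 23.9 ± 21.9, *Alas2* at 0.128 ± 0.111 and 0.178 ± 0.064, and *Col1a2* at 1.05 ± 1.02 and 0.749 ± 1.22. BMDMs express several of these genes themselves, such as *Itgax* and *Ccr2*. Of the sex genes, *Xist* was at 1367 ± 77.0 CPM in control and 1338 ± 353 CPM in NaCl, and no gene of the Y chromosome on the list reached the minimum count.

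The paper's flow cytometry used 60 mM excess NaCl, and the transcripts of its receptors were measured here at 62 mM. *Fcgr2b* (CD32b) had a log2 fold change of -0.29 (standard error 0.47), lower in 3 of 3 mice, with an adjusted p of 0.853 in edgeR's test. Within mice 1, 2 and 3 its log2 ratio was -0.21, -0.70 and -0.20, and with the replicate block it was -0.38 (standard error 0.14, unadjusted p = 0.0153 and adjusted p = 0.109 in edgeR). The fit without control replicate 1 (51.4 CPM), which keeps NaCl replicate 1 (44.4 CPM) of the same mouse, gave 0.28, so that value mixes the mouse with the treatment. *Fcgr1* (CD64), *Fcgr3* and *Fcgr4* were at -0.06, -0.22 and -0.26, none past the threshold. *Timd4* (Tim4) had at most 5 counts per library, too few for a difference to be detectable.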
